A study of Homo sapiens with 14 samples.

How the data were processed

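Small RNA of extracellular vesicles (EVs) was sequenced from 14 samples of conditioned medium, and the deposited tables of miRNA counts were the starting point here. Per the labels' protocols, EVs were precipitated with polyethylene glycol (PEG; miRCURY kit), RNA was extracted with the miRNeasy Micro kit, and libraries were made with the QIAseq miRNA library kit. The labels and file headers used here state no aligner, miRNA annotation, genome build or use of the kit's molecular identifiers, so the counts may be of reads or of identifiers.

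The authors' deposited raw table gives whole-number counts for 2632 miRNAs in 14 libraries, with no normalization. A second table, deposited by the authors, gives adjusted values, treated here as a score because they are whole numbers that are no longer raw counts, and no header or label states how the authors made them. The adjustment altered 1084 of the 2001 nonzero values and no zeros. That table also holds the authors' mean CPM (counts scaled to a common library total) of each group, which matched the equal-weight mean of the libraries' adjusted CPM. The authors' 14 deposited columns of CPM per library were not used, because they restate the adjusted table. The adjusted table ends with 2 lines that name no miRNA, 1 empty and 1 of column totals, which were left out.

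Libraries were grouped by the labels into NT (3 libraries), SB (4), TGFb (4) and FGF (3). The 18 pairs of replicates within groups were compared by a resampled chi-square test of their counts. Every pair differed beyond sampling noise (p of 0.0005, the smallest that 2000 resamples can give), so no library was merged with another. The test allows for counting error only, so it does not show what made the pairs differ.

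Groups were compared on the raw counts with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with robust estimation, TMM normalization) in R 4.3.3. miRNAs were kept by filterByExpr by group with a minimum count of 10, which left 47. All 14 libraries entered 1 fit with group means only. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and the threshold was an adjusted p of 0.05. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. The share of variance between groups came from adonis2 (vegan 2.7.1), a permutation test on log2 CPM with a prior count of 2 and 99999 permutations. Total counts were compared by a two-sided exact permutation test of the difference in means. An epithelial list of 7 miRNAs and a mesenchymal list of 14 were tested with fry in limma 3.58.1. The epithelial list had 1 member among the tested miRNAs, so 3 list tests were run and adjusted together in place of the 6 planned. A serum and red-cell list (7 miRNAs) and a pluripotency list (8) served as checks of the medium and of undifferentiated cells.

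The groups, the tests, the 4 lists and the alternatives were set before the data were examined, except 3 alternatives named as later additions. The rule for naming miRNAs was also set then. In each pairwise comparison it took the 3 smallest p-values per direction past the threshold, or the 1 smallest p where none passed. It added the 10 miRNAs with the highest mean share and list members past the threshold over all miRNAs or over the list alone. Members of the 4 lists are also named. miR-9-5p, miR-3168, miR-4488 and the cluster of miR-99b, let-7e and miR-125a were chosen after their values were seen.

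Replicate numbers 1 to 4 come from the labels. NT has no number 2 and FGF has no number 1. Libraries of the same number in different groups deviated together from their group means, with a mean correlation of 0.307 over 18 pairs. Over 55 pairs of different numbers the mean was −0.0949. For the same number, the correlation was above 0.1 in 15 of the 18 pairs and ran from 0.00574 to 0.628. The authors' adjustment followed the same numbers: its log2 change per miRNA correlated at a mean of 0.857 between libraries of the same number (15 pairs) and −0.249 between different numbers (54 pairs). Since 3 pairs did not pass 0.1, a cutoff asked of every pair, the numbers were not taken to pair the samples. That cutoff does not show that the samples are unpaired. They were treated as a technical batch, and a fit with it as a block was set beside the fit without it.

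Depth was low. Totals ran from 115 to 14862 counts, so 1 count was 0.870% of the shallowest library and 0.00673% of the deepest. Shares in single libraries have 95% Wilson intervals, and a count of 0 allows up to 3 counts of the total. Intervals and limits cover counting error only.

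The alternatives were RLE factors or library size in place of TMM, DESeq2 1.42.0, no expression filter, at least 10 counts in every library, the replicate block, the adjusted table (limma on log2 values), fits of only the 2 groups compared, camera in place of fry, and each library left out. Added after the data were seen were edgeR on the adjusted values, libraries of at least 500 counts, and a mean of at least 10 counts. Comparisons that share the NT libraries were set beside 100 simulations of unchanged groups.

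The scripts were tested on simulated data drawn from the means and totals of the 447 miRNAs with a count, with 200 miRNAs changed by 4-fold in SB. At the real depth and dispersion, the fit tested a mean of 51.2 miRNAs and recovered 12.5% of the changed ones among them over 20 simulations, with 11.9% false calls. At 100 times the depth and the real dispersion it tested a mean of 303.6, recovered 15.0% and had 2.82% false calls. At 100 times the depth and a dispersion of 0.05 it recovered 99.5%, with 3.88% false calls. With no change at the real depth, 2 of 20 simulations made a call. A 4-fold rise of the whole mesenchymal list in FGF was found in 6 of 20 simulations at the real depth and in 20 of 20 at 100 times the depth. Found here means an unadjusted fry p under 0.05, a looser rule than the adjusted p used for the real lists.

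Positions of miRNA precursor genes come from GENCODE 29 on GRCh38, matched by name, since the files name no build. Ratios of miRNAs had 0.5 added to each count. Where miRNAs were added together, the sum was tested with the library sizes and TMM factors of the fit without it.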

Results

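MicroRNAs carried by extracellular vesicles (EVs), the membrane particles that cells release, were measured in medium conditioned by human cells of the epicardium, the covering of the heart, and of its precursor stage. Pro-epicardial cells derived from hES-2, an established human embryonic stem cell line, were plated for all groups and kept under 4 conditions. SB cells were matured with 6 µM SB-431542, an inhibitor of TGF-β receptor signalling, for 8 days (4 libraries). NT cells received no additive (3 libraries). TGFb cells received 5 ng/ml TGF-β1 for 4 days and then none (4 libraries). FGF cells received 10 ng/ml basic FGF for 8 days (3 libraries). From day 4 the cells were given medium passed through a 100 kDa filter, and medium was collected on days 6 and 8 after 48 h of conditioning each time. The labels name the NT source as pro-epicardial, the SB source as mature epicardial and the other 2 as stimulated epicardial cells. The comparisons ask how the miRNA content of EVs differs between these sources, and each comparison with NT contrasts the named stage together with the additive.

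The libraries were shallow and uneven. The raw table held 47091 counts over the 14 libraries, and totals differed by 129-fold. The NT libraries held 14862 (replicate 1), 9462 (replicate 3) and 1010 counts (replicate 4). The SB libraries held 345, 179, 3826 and 1286 counts in replicates 1 to 4, and the TGFb libraries 1418, 231, 7478 and 2770. The FGF libraries held 115, 3241 and 868 counts in replicates 2 to 4. The mean total was 8445 ± 6982 (SD, n = 3) in NT, 1409 ± 1683 (n = 4) in SB, 2974 ± 3177 (n = 4) in TGFb and 1408 ± 1631 (n = 3) in FGF. None of the 3 differences from NT was larger than chance by a two-sided exact permutation test (p = 0.0857 for SB, 0.229 for TGFb and 0.200 for FGF). The smallest p these designs allow is 0.0286 for 4 against 3 libraries and 0.1 for 3 against 3. By replicate number, totals ran from 345 to 14862 in number 1, 115 to 231 in number 2, 3241 to 9462 in number 3 and 868 to 2770 in number 4. A difference of totals between numbers was not tested.

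**Figure D1:**
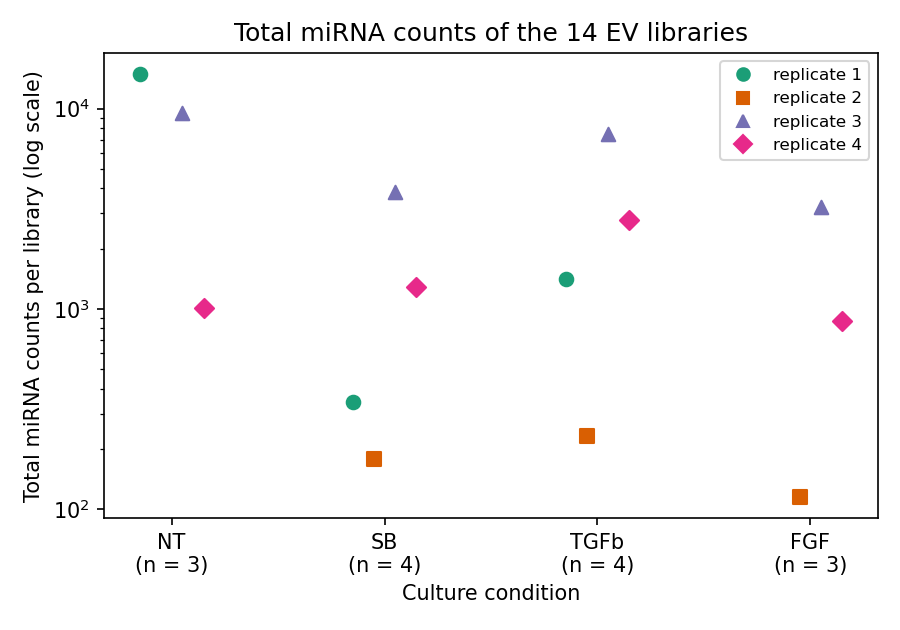
Total miRNA counts (vertical log axis) of each library, by culture condition (horizontal axis), with 1 symbol per replicate number. The libraries numbered 2 held 115 to 231 counts, and the NT libraries numbered 1 and 3 held 14862 and 9462.

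Of 2632 miRNAs in the table, 447 had at least 1 count in any library and 18 had a count in every library. The number detected ran from 40 in FGF replicate 2 to 274 in NT replicate 1. It rose with the total across the 14 libraries (Pearson r = 0.984 with the log10 total, Spearman rho = 0.974, both with a permutation p of 1e-05, the smallest that 100000 permutations can give). Without the 2 libraries farthest from the median total, r was 0.982. At an equal depth of 115 counts, the expected number was 39.6 ± 11.1 (n = 3) in NT, 44.8 ± 5.19 (n = 4) in SB, 38.3 ± 6.72 (n = 4) in TGFb and 45.7 ± 6.86 (n = 3) in FGF. By exact permutation tests, none differed from NT (p = 0.429 for SB, 0.886 for TGFb and 0.5 for FGF).

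The 10 most abundant miRNAs took 62.7% ± 15.9 of counts in NT (SD, n = 3), 48.2% ± 12.1 in SB (n = 4), 64.4% ± 8.68 in TGFb (n = 4) and 46.8% ± 7.40 in FGF (n = 3). The most abundant was miR-483-5p, with a mean share of 21.2% ± 10.3 (SD, n = 14), followed by miR-483-3p (8.65% ± 3.63) and miR-125a-5p (6.89% ± 4.27). Both miR-483 miRNAs come from the MIR483 hairpin (chromosome 11, 2134134 to 2134209, minus strand), in an intron of IGF2. MIR125A (chromosome 19, 51693254 to 51693339, plus strand) lies in an intron of SPACA6. The next were miR-1246 (3.82% ± 1.90), miR-92a-3p (3.01% ± 1.09), miR-99b-5p (2.83% ± 1.22), let-7e-5p (2.73% ± 1.46), miR-21-5p (2.56% ± 2.18), miR-125b-5p (1.98% ± 1.31) and miR-423-5p (1.94% ± 0.759). miR-125a and miR-125b, and the members of the let-7 family, have near-identical sequences, so their split depends on the authors' counting, which is not stated. miR-125b-5p and miR-92a-3p each have 2 precursor genes and are sums over both.

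The first comparison asked whether miRNA content differed among the 4 conditions. The groups took 25.8% of the variance of log2 CPM, which was not more than permuted groups took (permutation p = 0.250). With the replicate number as a block, the share was 20.6% and passed the threshold (permutation p = 0.0306), and in the authors' adjusted table it was 32.7% (permutation p = 0.0155). Libraries of at least 500 counts moved it most, to 36.6%, which did not pass (permutation p = 0.305). In the edgeR test over the 4 groups, 0 of 47 miRNAs passed an adjusted p of 0.05, and 5 had an unadjusted p under 0.05 where chance gives 2.35. With the replicate block, 4 passed: let-7e-5p, miR-125a-5p, miR-483-3p and miR-483-5p. The biological coefficient of variation was 0.778 without the block and 0.573 with it.

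Matured epicardial cells (SB) were compared with untreated pro-epicardial cells (NT). One of 47 miRNAs passed the threshold, and 6 had an unadjusted p under 0.05. miR-125a-5p was lower in SB (log2 fold change −1.98, SE 0.53, edgeR adjusted p = 0.0396). Its share was 3.25% ± 1.62 (n = 4) in SB, from 1.12% to 4.70%, and 11.2% ± 6.05 (n = 3) in NT, from 5.64% to 17.6%. The lowest SB value rests on 2 counts (95% Wilson interval 0.307% to 3.98%). SB was below NT in the 3 replicate numbers that both groups have, and the call held with the block (−1.81, adjusted p = 0.0425). It was lost in 6 of 10 other settings, among them RLE factors (adjusted p = 0.0843, with a range over the settings from 0.0228 to 0.643), and in 8 of the 14 fits that each left out 1 library. Without NT replicate 1 the adjusted p was 0.374. With the library total in the fit it was also lost (−1.26, edgeR unadjusted p = 0.0143, adjusted p = 0.673). The count of calls rested on NT replicate 4: without it, 9 miRNAs passed, 7 higher and 2 lower in SB.

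TGF-β1 stimulation was compared with NT. None of 47 miRNAs passed (0 calls), and 2 had an unadjusted p under 0.05, against 2.35 expected by chance. With the block there were also 0. The smallest p belonged to let-7b-5p, which did not pass (log2 fold change 2.88, SE 1.24, edgeR adjusted p = 0.799). MIRLET7B lies on chromosome 22 (46113686 to 46113768, plus strand), in an exon of the non-coding gene MIRLET7BHG. Counts of let-7b-5p ran from 2 to 39 per library and showed no relation to the library total (Spearman rho = 0.00668, permutation p = 0.984, n = 14). Its highest share in TGFb, 4.76% in replicate 2 (95% Wilson interval 2.68% to 8.32%), rests on 11 of 231 counts. Without NT replicate 4, 1 miRNA passed.

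**Figure D2:**
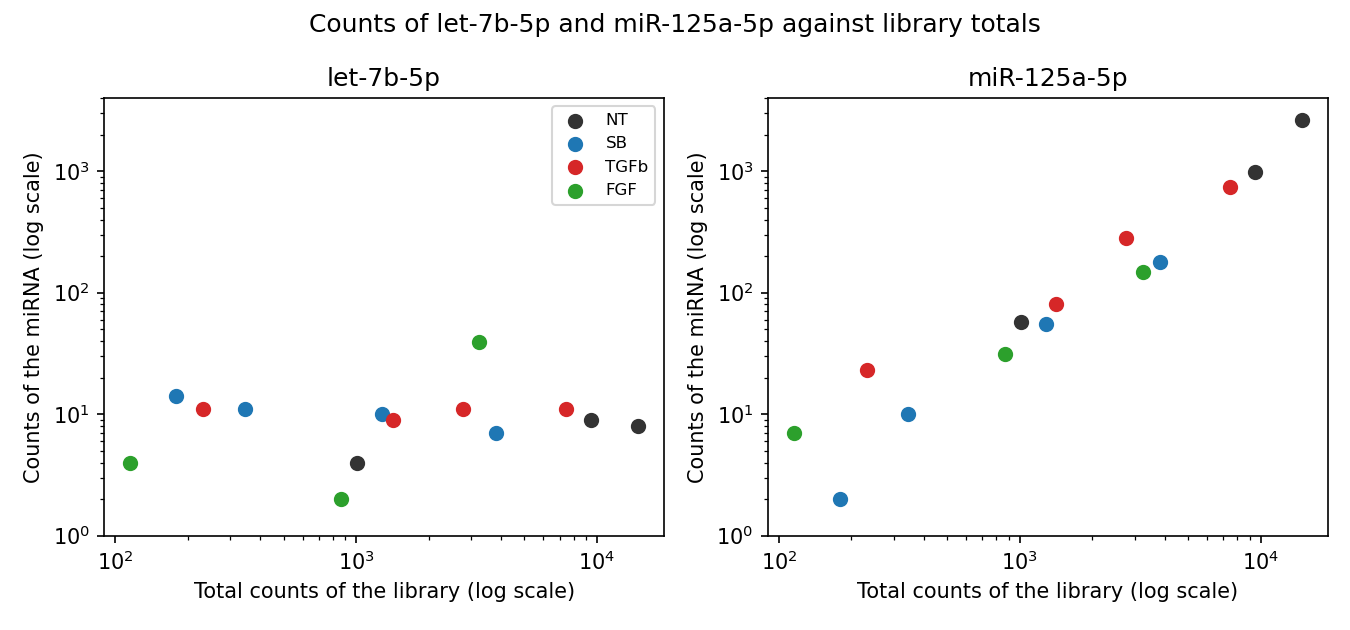
Counts of let-7b-5p and miR-125a-5p (vertical log axes) against the total counts of each library (horizontal log axes), with 1 point per library, coloured by condition. Counts of let-7b-5p lay between 2 and 39 at every total, and those of miR-125a-5p rose from 2 to 2623.

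Stimulation with basic FGF was compared with NT. One of 47 miRNAs passed, and 8 had an unadjusted p under 0.05, 4 higher and 4 lower. miR-483-3p was lower in FGF (log2 fold change −2.22, SE 0.57, edgeR adjusted p = 0.0311). Its share was 3.62% ± 1.84 (n = 3) in FGF and 10.9% ± 4.51 (n = 3) in NT, and the groups did not overlap, as in 8 of the 47 miRNAs, where chance gives 10%. FGF was lower in both replicate numbers that the groups share. With the block the call held (−1.99, adjusted p = 0.0287) and miR-21-5p also passed (2.88, SE 0.80, adjusted p = 0.0414). Without the block, miR-21-5p had a log2 fold change of 2.42 (SE 0.86) and an edgeR adjusted p of 0.148. It passed when adjusted over the list alone (adjusted p = 0.0379), as a member of the mesenchymal list. Its share was 5.88% ± 0.589 (n = 3) in FGF and 1.02% ± 1.44 (n = 3) in NT. MIR21 lies on chromosome 17 (59841266 to 59841337, plus strand), overlapping an exon of VMP1. The miR-483-3p call was lost in 6 of 10 other settings, among them RLE factors (adjusted p = 0.0870, with a range over the settings from 0.00670 to 0.312), and in 9 of the 14 fits that each left out 1 library. Without NT replicate 1 the adjusted p was 0.164. With the library total in the fit it was also lost (−1.87, edgeR unadjusted p = 0.00475, adjusted p = 0.223). Without NT replicate 4, 8 miRNAs passed, and miR-21-5p was among them (4.40, adjusted p = 0.000244).

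**Figure D3:**
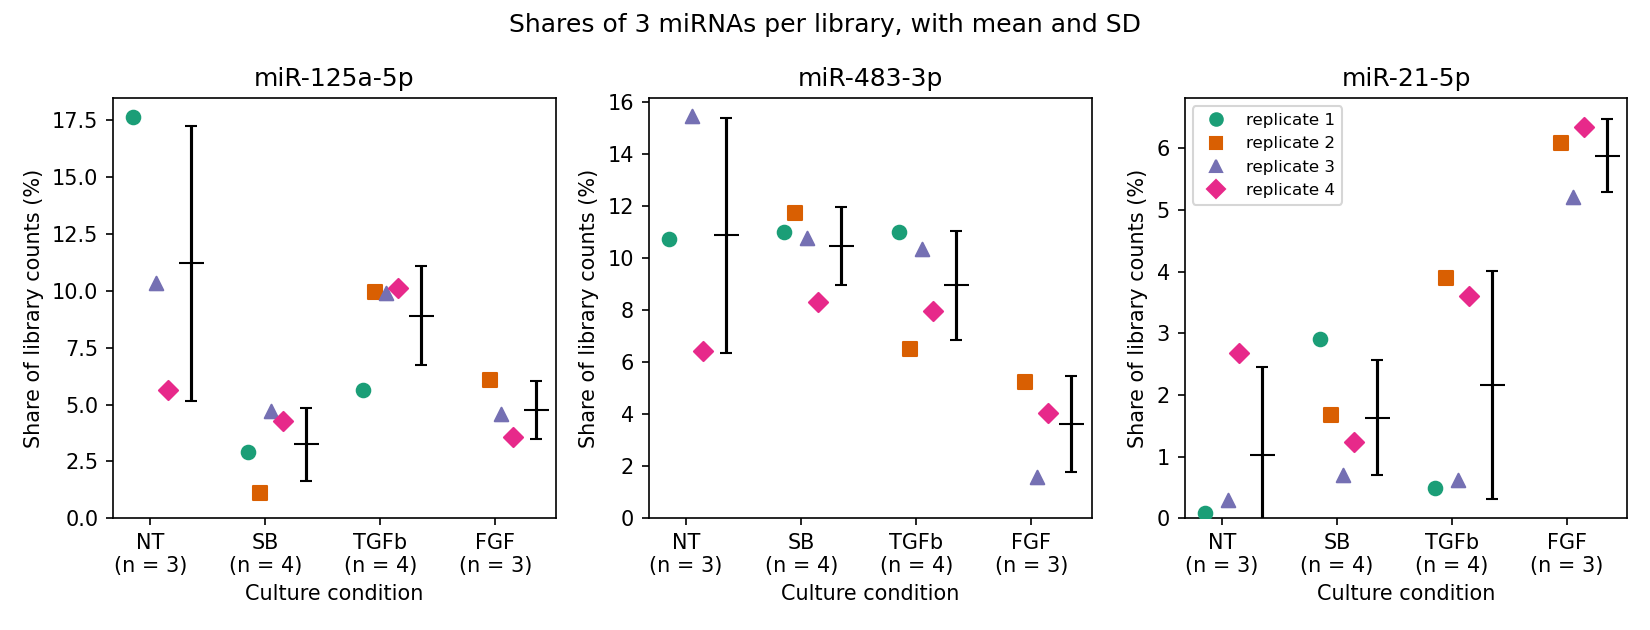
Share of library counts (vertical axis, percent) of miR-125a-5p, miR-483-3p and miR-21-5p in each library, by condition (horizontal axis), with symbols for replicate numbers and bars for the mean and SD, which are not drawn below 0. miR-21-5p lay at or above 5.21% in the 3 FGF libraries and at or below 3.90% in the 11 others.

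TGF-β1 was then compared with the inhibitor of its receptor. No miRNA passed between TGFb and SB (0 of 47; 4 with an unadjusted p under 0.05, each higher in TGFb). The smallest p was that of miR-125a-5p, which did not pass (log2 fold change 1.61, SE 0.50, edgeR adjusted p = 0.0898). Its share was 8.90% ± 2.18 (n = 4) in TGFb, above SB in 4 of 4 replicate numbers. With the block, 3 miRNAs passed: miR-125a-5p (1.65, SE 0.44, adjusted p = 0.0212), let-7e-5p (1.71, SE 0.46, adjusted p = 0.0212) and miR-483-5p (0.85, SE 0.24, adjusted p = 0.0212). miR-125a-5p, let-7e-5p and miR-99b-5p come from 1 cluster of genes and were added together after their values were seen. Together they took 16.6% ± 3.45 of counts in TGFb (n = 4) and 6.55% ± 2.22 in SB (n = 4), and the sum did not pass (1.56, SE 0.46, edgeR adjusted p = 0.106). It passed with the block (1.59, SE 0.35, adjusted p = 0.00480) and with the library total in the fit (1.35, adjusted p = 0.0116).

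**Figure D4:**
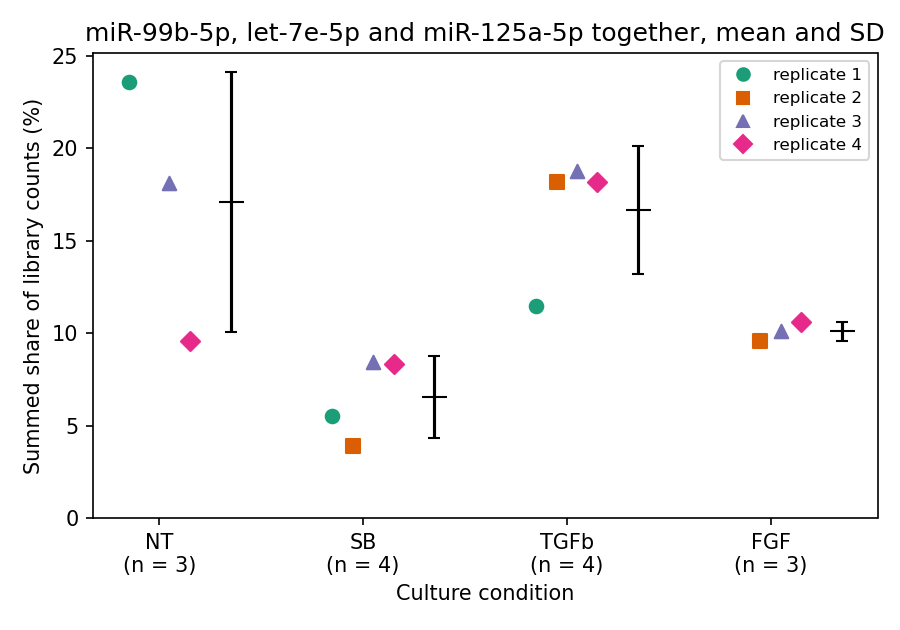
Summed share of library counts (vertical axis, percent) of miR-99b-5p, let-7e-5p and miR-125a-5p in each library, by condition (horizontal axis), with symbols for replicate numbers and bars for the mean and SD. The TGFb and SB libraries did not overlap, and the mean was 17.1% in NT and 10.1% in FGF.

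Between FGF and SB, 0 of 47 passed and 3 had an unadjusted p under 0.05. The smallest p was that of miR-483-3p (log2 fold change −1.88, SE 0.55, edgeR adjusted p = 0.0998), which passed with the block (−1.78, adjusted p = 0.0340). Its share in SB was 10.5% ± 1.48 (n = 4). Between TGFb and FGF, 0 of 47 passed and 7 had an unadjusted p under 0.05. The smallest p was again that of miR-483-3p, higher in TGFb (2.01, SE 0.55, edgeR adjusted p = 0.0550), with a share of 8.95% ± 2.09 (n = 4) there. With the block, miR-483-3p (1.86, adjusted p = 0.0122) and miR-483-5p (1.31, adjusted p = 0.00224) passed.

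Epicardial cells can turn from an epithelial to a mesenchymal state, and lists of miRNAs for each state were tested. The mesenchymal list had 4 tested members of 14. Against NT it did not pass in SB (fry in limma, adjusted p = 0.792, down), TGFb (0.193, up) or FGF (0.0650, up, unadjusted p = 0.0217). In FGF it passed in 7 of the 14 fits that each left out 1 library, with the smallest adjusted p without NT replicate 4 (0.0144). In TGFb it passed without TGFb replicate 1 (0.0477). In camera with an estimated correlation, FGF had an adjusted p of 0.128. Over all miRNAs, 0 members passed, and 1 passed adjusted over the list alone. The epithelial list had 1 tested member, miR-205-5p, with no difference from NT detectable at this depth. With no expression filter, the 7 members could be tested and none of the 3 comparisons passed (fry, adjusted p = 0.601 in each).

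Log2 fold changes against NT were correlated between comparisons, across 47 miRNAs, which are not independent replicates. Pearson r was 0.744 between SB and TGFb, 0.721 between SB and FGF and 0.651 between TGFb and FGF. Because the NT libraries are shared, simulated unchanged groups gave medians of 0.490, 0.428 and 0.446. Of 100 simulations, 2, 2 and 9 reached the observed value. The simulations held no batch by replicate number and no change of share with depth, and both appeared in these data. A correlation beyond the simulated ones therefore does not show a response shared by the conditions.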

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

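The tests of both patterns in this part were chosen after the values were seen. In the groups of 4 (SB and TGFb), 26 sets of values were examined for a library far from the others, and 2 stood apart where chance gives 1.3. The number is therefore close to what chance alone produces.

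The share of let-7b-5p in TGFb replicate 2 (4.76%) lay far above the other TGFb libraries, with a gap of 0.894 of the range. The count there, 11 of 231, is the same as in TGFb replicates 3 and 4, which held 7478 and 2770 counts. A candidate explanation is a count that does not grow with the library total. Within groups, the share of let-7b-5p fell as the total rose (Spearman rho = −0.727, permutation p = 0.00853, n = 14). Over all libraries rho was −0.851 (permutation p = 0.00026, adjusted p = 0.0013 over 5 such relations) and Pearson r was −0.779 (permutation p = 0.00025), or −0.800 without the 2 farthest libraries. Within replicate numbers rho was −0.301. Because a share is the count divided by the total, these relations restate the flat count and are no separate test of it. The libraries numbered 2 are also the shallow ones, so batch and depth stay open as sources of the shallow libraries' excess.

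The share of miR-125a-5p in TGFb replicate 1 (5.64%, 80 of 1418 counts, 95% Wilson interval 4.56% to 6.97%) lay below the other 3 (9.91% to 10.1%), with a gap of 0.955 of the range. Low depth does not account for it in an obvious way, since TGFb replicate 2 held 231 counts and 9.96%. If the batch numbered 1 lowered this miRNA, replicate 1 should also be low in NT and SB. There, replicate 1 differed from the other replicates by a mean of 0.62 on the log2 scale. It is positive, but with 1 library in each group a batch effect cannot be told apart from a difference of this library. No biological explanation was tested, as the design has no further factor within TGFb.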

How the results depend on the processing

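Alternatives in this part were chosen before the data were examined, except edgeR on the adjusted values, libraries of at least 500 counts and a mean of at least 10 counts. Requiring at least 10 counts in every library left 0 miRNAs and gives no value. The epithelial list had 1 tested member, so there was no value to set alternatives against, and its tests with no filter (adjusted p = 0.601 in each of the 3 comparisons) are the ones given. Unless a value shows it, the cause of a change was not tested.

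The calls of SB against NT and of FGF against NT (1 each) fell to 0 with RLE factors, library size only, a mean of at least 10 counts, libraries of at least 500 counts and only the 2 groups compared. With no expression filter, SB against NT also fell to 0 and the omnibus test gave 1. FGF against NT had 1 call there, but a higher one, and miR-483-3p no longer passed (adjusted p = 0.0680). The fits restricted to libraries of at least 500 counts had 4 fewer libraries.

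DESeq2 called 2 miRNAs among the 4 groups, 3 in SB against NT, 1 in FGF against SB and 1 in TGFb against FGF. The fits of only the 2 groups gave 2 in FGF against SB and 3 in TGFb against FGF.

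The replicate block raised calls to 4 among the 4 groups, 2 in FGF against NT, 3 in TGFb against SB, 1 in FGF against SB and 2 in TGFb against FGF. The share of variance between groups with the block was 20.6% and passed the threshold (permutation p = 0.0306). The calls without the block, 1 in SB against NT and 1 in FGF against NT, were the same miRNAs with it, and it changed no other call among the counts of TGFb against NT or the mesenchymal list.

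The authors' adjusted table in limma gave 4 calls among the 4 groups, 3 in FGF against NT, 4 in TGFb against SB, 1 in FGF against SB and 4 in TGFb against FGF, and a share of variance of 32.7%. EdgeR on the same values gave 5, 6, 5 and 4 for the 4 groups, FGF against NT, TGFb against SB and TGFb against FGF. For FGF against SB it gave 0. The fits of adjusted values made no allowance for the adjustment itself.

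The correlation of log2 fold changes against NT between SB and TGFb was 0.468 with no filter, 0.408 in the adjusted table and 0.589 in libraries of at least 500 counts. Between SB and FGF it was 0.503, and between TGFb and FGF 0.496, both with no filter. The mesenchymal list in SB changed direction with RLE factors (adjusted p = 0.965), without NT replicate 4 (0.563) and without SB replicate 3 (0.920), where it did not pass the threshold either.

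Across the 14 fits that each left out 1 library, calls ran from 0 to 4 for the 4 groups, 0 to 9 in SB against NT, 0 to 1 in TGFb against NT, 0 to 8 in FGF against NT and 0 to 1 in TGFb against FGF. They were 0 in each such fit of TGFb against SB and FGF against SB. The highest counts of the comparisons with NT came without NT replicate 4, which leaves NT with its 2 deepest libraries. The 1 call in TGFb against FGF was reached in 2 of the 14 fits. The adjusted p of the mesenchymal list ran from 0.248 to 0.957 in SB, 0.0477 to 0.405 in TGFb and 0.0144 to 0.280 in FGF. The correlation between TGFb and FGF ran from 0.514 to 0.895.

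Of 474 further values, 110 changed: 29 weaker, 18 stronger and 63 moved. The log2 fold change of miR-125a-5p in SB against NT kept its direction in every alternative, in 10 settings from −2.55 to −1.58 (adjusted p from 0.0228 to 0.643). That of miR-483-3p in FGF against NT also kept its direction in the 10 settings (adjusted p from 0.00670 to 0.312), and ran from −3.05 to −2.21 across the 14 fits that each left out 1 library (adjusted p from 0.00457 to 0.164). With 1 library left out, the tests of totals against NT that have 2 against 4 or 3 against 3 libraries cannot reach the threshold, so they say nothing about stability.

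At the real depth and dispersion, simulated 4-fold changes were recovered in 12.5% of the changed miRNAs tested, so an absent call is weak evidence of no difference. At 100 times the depth and the same dispersion, 15.0% were recovered, and 99.5% with a dispersion of 0.05. In these simulations depth limited how many miRNAs were tested (51.2 on average, against 303.6 at 100 times the depth), and the spread between libraries limited recovery among them.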

Other observations

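The tests of detection, of the share of the serum and red-cell list and of the pluripotency list were written beforehand. That of the miR-483 ratio asks about a fall that the fit had called, so it is not counted as set before the data were seen. The other tests in this part, that of the serum and red-cell list's counts included, were chosen after the results were seen.

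All splits of the same libraries were fitted in the same way. In SB against NT, 5 of the 35 splits of the 7 libraries gave at least 1 call, the real one included (4 of the 34 others). In FGF against NT, 2 of the 10 splits of the 6 libraries did, the real one included (1 of the 9 others), and 10 splits cannot give a share under 0.1. Where the real split gave 0 calls, the count of splits with as many is fixed and says nothing. It was 35 of 35 in TGFb against NT, TGFb against SB, FGF against SB and TGFb against FGF, and 100 of 100 drawn splits of the 4 groups. Chance alone could therefore give as many calls as SB against NT.

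The splits with the most calls in SB against NT and TGFb against NT separated the libraries by total, while those in FGF against NT (2 calls) and FGF against SB (1 call) did not. Splits tied for the most calls in TGFb against SB (2 calls) and TGFb against FGF (1 call). Of the tied splits, 1 in each comparison separated the libraries by total. In SB against NT, 10 miRNAs passed when the 3 deepest libraries (3826 to 14862 counts) were set against the 4 others (179 to 1286). In TGFb against NT, 5 passed when the 3 deepest (7478 to 14862) were set against the rest (231 to 2770). With the library total in the fit, SB, TGFb and FGF against NT had 0 calls each (2, 1 and 5 with an unadjusted p under 0.05), and FGF against SB had 1. In that fit, 4 of 47 miRNAs followed the total itself: miR-9-5p, let-7b-5p and miR-3168 fell and miR-483-5p rose as the total rose.

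A second test asked whether a share that falls with depth may explain miRNAs higher outside NT as a set. Across 47 miRNAs, the change of share with depth in the 11 libraries outside NT correlated with the mean log2 difference from NT (Spearman rho = −0.486 across miRNAs). Simulations of unchanged groups gave a median of 0.0487 (95% range −0.216 to 0.312), and 0 of 100 were as low. NT held the 2 deepest libraries, so miRNAs relatively rich in shallow libraries tended to appear higher outside NT. This was a tendency and not a rule: the share of miR-3168 fell most steeply with depth of all 47 miRNAs, yet its mean log2 difference from NT was −0.60, and miR-4488 also fell with depth and was lower outside NT (−0.65). A background present in similar amount in each preparation is one hypothesis. The share of let-7b-5p fell with the total within groups (rho = −0.727), but less so within replicate numbers (−0.301). That fall restates its flat count and is no separate test of the hypothesis. Blank preparations were not analysed here.

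The serum and red-cell list was set beforehand to test such a background, and the test written then asked whether its share falls as the total rises. It did (Spearman rho = −0.626, permutation p = 0.0194, adjusted p = 0.0485 over 5 relations; Pearson r = −0.484, permutation p = 0.0813, and −0.499 without the 2 farthest libraries). Within replicate numbers rho was −0.662. By that test alone a fixed background could be a source, but within groups rho was −0.367 (permutation p = 0.274). In a second test, added after this result, the counts of the list rose with the total (Spearman rho = 0.654, permutation p = 0.0136). Of its 433 counts, 390 were miR-16-5p, which many cell types express. The rise therefore argues against a fixed amount mainly for miR-16-5p and does not decide for the rest of the list. Another 34 counts were the hepatic miR-122-5p. With the library total in the fit, its log2 change was −0.96 per doubling of the total, which did not pass (edgeR adjusted p = 0.0626).

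The number of miRNAs detected followed library depth. At equal depth, the smallest of the 3 exact permutation p-values against NT was 0.429. For residual undifferentiated cells, the pluripotency list gave 5 counts in all, from 2 of its 8 members, with at most 2 in one library. That argues against undifferentiated cells as a main source of the EVs, within the limit that a few counts allow.

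The replicate number took 39.4% of the variance after the groups (permutation p = 9.65e-05 over 20736 permutations within groups). With the library total also in the model, its share still exceeded that of permuted numbers (permutation p = 0.0126). The authors' adjustment followed the same numbers, with a mean correlation of 0.857 between libraries of the same number. Batches that follow the number are thus a candidate source of the spread. Number 4 stood out: 13 of 123 miRNAs with at least 20 counts were highest in number 4 in each of the 4 groups, where chance gives 0.854 (permutation p = 0.011). They included miR-200c-3p, with 39 counts in number 4 and 5 elsewhere. The epithelial list had 91 of its 160 counts in number 4, which held 12.6% of all counts. Its log2 share was higher there by 2.22 (exact permutation p = 0.0486 over 144 assignments). Number 4 was picked among 4 numbers after the counts were seen, and neither p makes an allowance for that, so for this list a batch cannot be told apart from chance. miR-205-5p gave 39 of its 50 counts and miR-200c-3p 39 of its 44 in number 4, whereas miR-203a-3p gave 4 of its 33.

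miR-125a-5p was lower in SB than in NT. The share taken by miR-483 is argued against as the whole cause. Both miR-483 miRNAs together took 34.6% ± 11.1 in NT (n = 3) and a smaller mean share in SB (SD 9.37, n = 4), which adds 0.12 to the log2 difference of shares in place of lowering it. The pair of libraries most in its favour gives −0.36. Outside miR-483 the mean log2 difference was −2.08, with overlapping groups (exact permutation p = 0.0857). Reads moved between miR-125a and its paralog miR-125b are argued against as the whole cause too. They would need miR-125b to take 7.96 more percentage points in SB than in NT (SE 3.59), and its share changed by −0.531 points. The pair of libraries most in favour gives 0.578 points. The shares of the 2 added together did not overlap (exact permutation p = 0.0286), and their sum had a log2 fold change of −1.81 (edgeR adjusted p = 0.0604), or −2.40 (adjusted p = 0.0300) with TMM factors computed again after adding. Library depth stays open, with −1.26 when the total is in the fit (edgeR unadjusted p = 0.0143, adjusted p = 0.673). The inhibitor remains an open biological explanation, and with it the difference of cell stage that the labels name between SB and NT. The same cells were plated for both groups and matured with the inhibitor in SB, so stage and inhibitor cannot be told apart.

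miR-99b-5p, let-7e-5p and miR-125a-5p come from 1 cluster in an intron of SPACA6 (MIR99B at 51692612 to 51692681, MIRLET7E at 51692786 to 51692864 and MIR125A on chromosome 19). They were grouped after their values were seen. Together they took 16.6% ± 3.45 of counts in TGFb (n = 4), 6.55% ± 2.22 in SB (n = 4), 17.1% ± 7.03 in NT (n = 3) and 10.1% ± 0.517 in FGF (n = 3). TGFb exceeded SB in 4 of 4 replicate numbers, and the groups did not overlap (exact permutation p = 0.0286, the smallest possible). The sum had a log2 fold change of 1.56 (SE 0.46, edgeR adjusted p = 0.106). With TMM factors computed again after adding, it was 2.06 (adjusted p = 0.0789), and the factor of NT replicate 1 moved from 0.744 to 0.480, so the scaling is unstable with 45 miRNAs. Library depth as the whole cause is argued against, since with the total in the fit the sum differed by 1.35 (adjusted p = 0.0116). A batch is argued against as well (1.59 with the replicate number in the fit, adjusted p = 0.00480). So is the share taken by miR-483, which adds −0.18 to the difference, and outside miR-483 the exact permutation p was 0.0286. A split of reads with 6 paralogs stays open. Their share changed by −0.925 points, where moved reads would need −10.1 (SE 2.05), but single pairs of libraries differed by up to −12.0 points. The cluster and paralogs together differed by 1.05 (SE 0.38, adjusted p = 0.469), and the paralogs alone by 0.00 (SE 0.53). Beside it, TGF-β receptor signalling may raise this cluster in EVs relative to its inhibition, a hypothesis formed on these data. The mean share in TGFb did not exceed that in NT.

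miR-483-3p was lower in FGF than in NT. Its share showed no relation to the library total (Spearman rho = 0.235, permutation p = 0.419, n = 14; 0.0681 within groups, permutation p = 0.840), which goes against depth, while rho was 0.503 within replicate numbers. With the library total in the fit the difference was −1.87, close to −2.22 without it. It did not pass (edgeR unadjusted p = 0.00475, adjusted p = 0.223), so depth is not excluded. The log2 ratio of miR-483-3p to miR-483-5p needs no scaling and was −1.90 ± 1.81 in FGF (n = 3), −1.16 ± 0.32 in NT (n = 3), −0.67 ± 0.92 in SB (n = 4) and −1.52 ± 0.39 in TGFb (n = 4). FGF did not differ from the 11 others (exact permutation p = 0.286). One library, FGF replicate 3, had the lowest ratio (−3.95, 52 against 812 counts). A change of the whole hairpin and of 1 arm cannot be told apart with 3 FGF libraries.

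miR-21-5p was at or above 5.21% in the 3 FGF libraries and at or below 3.90% in the 11 others (exact permutation p = 0.0275 over 364 splits). Against the mean of the other groups, the log2 difference was 1.63 with the library total in the fit (edgeR adjusted p = 0.176) and 1.93 with the replicate number (adjusted p = 0.0631). Without either it was 1.75 and did not pass (adjusted p = 0.188), so not passing says nothing about depth or batch. Neither covariate removed the difference, and none of the 3 fits excludes depth, batch or an effect of basic FGF.

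The authors' deposited mean CPM weights each library equally, so 1 adjusted count in the shallowest FGF library adds 2899 CPM to the group mean. By these means, 20 of 199 miRNAs in FGF and 80 of 353 in NT owe most of their value to the shallowest library of the group (115 and 1010 counts). The same held for 27 of 238 in SB and 16 of 279 in TGFb (179 and 231 counts).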
